A study of Homo sapiens with 15 samples. Its data were reported in "A comparison of the TempO-Seq and Affymetrix microarray platform using RTqPCR validation" (2024).

How the data were processed

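RNA levels were measured with Affymetrix Human Clariom D arrays in A549 cells, a human lung adenocarcinoma line, grown on porous membranes at an air-liquid interface. The cells received dimethylamine vapour from above for 60 min, followed by 23 h of recovery, and 3 such cycles filled an interval of 72 h. The 15 arrays fall into 5 groups of 3. The low dose (LD) was 14.9 ppm, the mid dose (MD) 41.1 ppm and the high dose (HD) 81.7 ppm. Clean air control cells (CA) received the same flow without dimethylamine, and non-exposed control cells (NEC) received no flow. Each replicate was a pool of 2 wells, so the p-values measure the spread between such pools on these plates. By the exposure plate field of the labels, all LD arrays came from plate 1, all MD arrays from plate 5 and all HD arrays from plate 6, whereas CA and NEC each had 1 array on each of these 3 plates. The described plate layout has fewer wells for the vapour than the pools of a dose need, so a plate number may stand for more than 1 physical plate, and the results with the plate as a block rest on this field.

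The authors normalised the arrays by the robust multi-array average (RMA) in the Transcriptome Analysis Console 4.0, and the deposited signals are on the log2 scale. The deposited matrix holds 138745 transcript clusters, the gene-level units of the array. Its 2995 control clusters were left out, and 135750 were analysed. Values ran from 2.03 to 19.93, and 102 clusters reached 19.9 on at least 1 array, where changes are compressed. The median of the 612 clusters whose identifiers mark negative controls lay between 4.30 and 4.85 on the arrays and at 4.68 on average in CA, and near or below that level the size of a change is uncertain. The number of arrays, 3 per group, limits the precision.

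Clusters were named from the array's probe annotation, and symbols were updated through NCBI RefSeq tables of the human GRCh38 assembly. Exactly 1 symbol was held by 36176 clusters, several by 1119 and none by 98455. Of the named ones, 25508 matched by Entrez identifier, 9907 by the symbol as given and 623 by an older symbol, and 138 kept the given name. These clusters stood for 33458 symbols, of which 17614 were protein coding. Coordinates are those of the same assembly.

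One linear model with the 5 groups was fitted to all 15 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the data.table package (1.17.8) to read files. The moderated two-sided test had 10 residual and 6.32 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over the 135750 clusters, and a cluster was called at an adjusted p below 0.05. The criteria of the study, an unadjusted p below 0.05 with a fold change above 2, were counted beside that. The comparisons were HD, MD, LD and NEC against CA, each pair of doses, and a slope on concentration over the 12 arrays of CA, LD, MD and HD. The design, the gene lists, the rule for naming genes and most alternatives were set before the data were examined.

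A total of 40 gene lists were tested with camera of limma at its preset correlation of 0.01, on 1 cluster per symbol, the one with the highest mean. P-values were adjusted over the 40 lists. A list covers its genes with a single-symbol cluster on the array. Camera with an estimated correlation and fry were run beside it. Of the 40 lists, 3 hold markers of cells other than the epithelium (leukocytes, fibroblasts, endothelium), and 1 holds 7 genes that the study names in its text, so it was chosen on these samples. Within each list, members were also adjusted over the list alone.

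Genes were named by rule among clusters with exactly 1 symbol. For HD against CA these were the 10 largest rises and the 10 largest falls past the adjusted p with non-overlapping arrays, for the other comparisons 5 of each, and for the slope on concentration the 5 steepest of each. Up to 4 members with the smallest p of each called list and the 7 genes of the study were added. Where no gene passed, the 3 largest rises and 3 largest falls at the criteria of the study were named, as not passing. A gene named outside this rule is said to be chosen after its values were seen.

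The labels place CA and NEC arrays on shared exposure plates, so the plate was treated as a block in an alternative fit with 8 residual degrees of freedom. On each of plates 1, 5 and 6, the deviations of the CA and NEC arrays from their group means correlated best with each other, at r of 0.261, 0.0700 and 0.204 over the 17614 protein-coding genes. Arrays of different dose groups share a replicate number and no plate, and their numbers were not used to pair them.

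Agreement of fold changes between doses was set against 100 simulated draws of unchanged groups that share 3 control arrays. The procedure was tested on simulated data made with the arrays' own means and spreads, with 50 changed clusters per fold size. Of these, the comparison of HD with CA over 135750 clusters called 10 at 2-fold, 40 at 4-fold, 50 at 8-fold and 50 at 16-fold, and 4 of its 154 calls were wrong. A simulated NEC group without any change gave 0 calls. A list shifted by 0.5 on the log2 scale had a camera adjusted p of 5.46e-09, and none of the other lists was called. The simulated clusters varied independently of each other and held no plate shift. These results therefore do not test how camera behaves where genes vary together.

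The alternatives were the plate as a block, only the groups compared in the fit, eBayes with trend and robust settings, no moderation, brighter clusters only, clusters with 1 symbol only, quantile normalization again, array weights, the mean of a gene's clusters, NEC pooled with or in place of CA, and each array left out in turn. Other alternatives were added after seeing the data: the arrays of plate 1 left out, array brightness as a covariate, and doses compared through the controls of their own plates. Array brightness is the mean over 9658 bright protein-coding clusters. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The sequencing data of the same study were not analysed here.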

Results

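Expression was profiled on 15 arrays of A549 cells after 3 exposures to dimethylamine vapour, a volatile and alkaline amine, or to clean air. There were 3 arrays in each of the groups LD (14.9 ppm), MD (41.1 ppm), HD (81.7 ppm), CA (clean air) and NEC (no flow). The median log2 signal of the arrays lay between 4.47 and 4.55. Pairs of arrays correlated at r between 0.974 and 0.984 over the 135750 transcript clusters. The median r was 0.979 within groups and 0.978 between groups. The mean of the bright protein-coding clusters was lowest in LD replicate 3, at 9.02, and highest in HD replicate 3, at 9.71.

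The comparison of HD with CA asks what the highest concentration changed beyond the flow of air. Fibronectin (FN1), a glycoprotein of the extracellular matrix, fell by 3.05 on the log2 scale in HD (SE 0.34, n = 3 arrays per group), to an 8.28-fold lower signal (its gene lies on chromosome 2 from 215360865 to 215436068). Of the alcohol dehydrogenases, ADH6 fell by 2.52 (SE 0.25) and ADH1C fell by 2.38 (SE 0.36). Among the rises, DHRS9, a dehydrogenase of retinol and steroids, was 7.10-fold higher (log2 2.83, SE 0.47). DDIT3, also called CHOP, a transcription factor induced by cellular stress, was 6.03-fold higher (log2 2.59, SE 0.30), and the membrane protein EMP3 was 5.71-fold higher (log2 2.51, SE 0.29). With limma, FN1, DDIT3 and EMP3 had an adjusted p of 0.00428, ADH6 one of 0.00251, ADH1C 0.0313 and DHRS9 0.0431.

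Among the other rises in HD, SERPINE2, an inhibitor of serine proteases, rose by 2.05 (SE 0.30) and SPINK1, an inhibitor of trypsin, by 1.94 (SE 0.30). The calcium-dependent protease CAPN8 rose by 2.05 (SE 0.33) and PMAIP1, a pro-apoptotic BH3-only protein, by 1.92 (SE 0.32). The kinase DCLK1 rose by 1.96 (SE 0.30), from a CA level below the negative controls (4.68), so that its size is uncertain, and the lectin-like receptor CLEC2B by 1.91 (SE 0.26). CD79A, best known as a part of the B cell receptor, rose by 2.19 (SE 0.37). Among the falls were the bicarbonate cotransporter SLC4A4, which fell by 1.87 (SE 0.28), the NAD-hydrolysing enzyme CD38, which fell by 1.72 (SE 0.29), and the adhesion molecule NRCAM, which fell by 1.69 (SE 0.28). The tight junction protein CLDN2 fell by 1.66 (SE 0.21) and C4BPA, a binding protein of complement, fell by 1.68 (SE 0.26). All of these genes had an adjusted p below 0.05 in limma, with n = 3 arrays per group.

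In HD against CA, 59 of 135750 clusters passed in limma, 30 higher and 29 lower, and 43 of them held a single symbol, with 23 higher and 20 lower. This count was 0 with only HD and CA in the fit (7999 at an unadjusted p below 0.05, smallest adjusted p = 0.116), 7 without moderation and 321 with NEC in place of CA. At the criteria of the study, 1115 clusters (0.820%) differed, 571 higher and 544 lower. Leaving out any 1 of the 6 arrays raised this unblocked count, to between 1461 and 2018. With the exposure plate as a block, 10 clusters passed, 1 higher and 9 lower, and 2600 met the criteria of the study. Of the 59, 5 passed with the block: FN1, ADH6 and SLC4A4, with blocked adjusted p of 0.0343, 0.0372 and 0.0391, and 2 clusters without a symbol. All 59 kept their sign with a blocked unadjusted p below 0.05, and the other named genes had blocked adjusted p between 0.0512 (EMP3) and 0.308 (CD79A). Genes that passed with the block alone were BPIFA1, INSL4, ITIH2 and FGB, of which INSL4, ITIH2 and FGB were chosen after their values were seen. Within plate 6, the HD mean minus the CA array was −2.84 for FN1, −2.23 for ADH6, −2.04 for SLC4A4, 2.48 for DDIT3, 2.14 for DHRS9 and 1.97 for EMP3. The count was 10, 7 and 6 without HD replicates 1, 2 and 3, and 11, 9 and 13 without CA replicates 1, 2 and 3. FN1, ADH6, DDIT3 and EMP3 passed with any 1 of the 6 arrays left out, CLDN2 with 3 of them, and the other genes named by rule with 1 or 0.

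**Figure D1:**
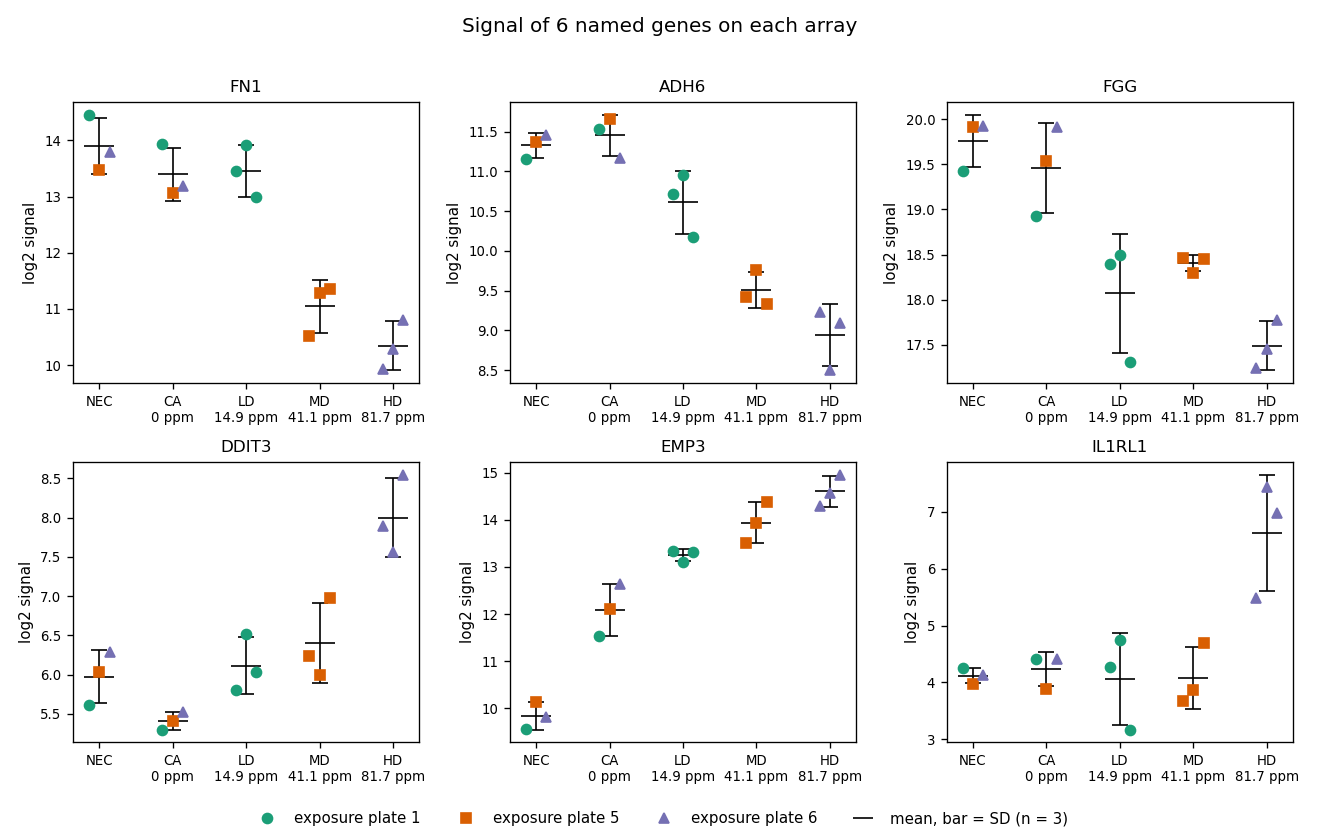
Log2 signal (vertical axis) of FN1, ADH6, FGG, DDIT3, EMP3 and IL1RL1 in NEC, CA at 0 ppm, LD at 14.9 ppm, MD at 41.1 ppm and HD at 81.7 ppm (horizontal axis), with 1 point per array, marker and colour by exposure plate, the group mean as a line and the SD as a bar (n = 3). FN1 lies at 13.40 in CA and 13.46 in LD and at 11.05 in MD and 10.35 in HD, whereas EMP3 is higher in each group than in the one before it, from 9.84 in NEC to 14.60 in HD.

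Genes of complement, coagulation and acute phase, secreted proteins typical of the liver, had a median of −0.47 in HD (camera adjusted p of 1.83e-14) and −0.76 with the plate as a block, and an adjusted p = 0.256 with an estimated correlation. Of 26 measured members, 10 fell, 1 rose and 15 did not pass, adjusted over the list alone, and 5 fell over all clusters. These 5 were complement component C5, which fell by 1.77 (SE 0.25), the fibrinogen chain FGG, which fell by 1.97 (SE 0.31), the chain FGA, which fell by 1.63 (SE 0.26), coagulation factor F5 and apolipoprotein APOH. FGG (19.46 ± 0.49, SD, n = 3) and FGA (19.75 ± 0.30) lay near the ceiling of 19.93 in CA, where changes are compressed. The other fibrinogen chain, FGB, fell by 1.66 (SE 0.30), adjusted over the list alone, and passed over all clusters with the plate as a block (blocked log2 −2.09, adjusted p = 0.0401). SERPINC1, antithrombin, was the member that rose, by 0.64 (SE 0.19), from a CA level (4.64) below the negative controls. APOH and SERPINC1 also lie outside the rule and were chosen after their values were seen. Within plate 6, the list mean in HD differed by −0.76 from the CA array and by −0.98 from the NEC array.

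Genes of cholesterol synthesis had a median of 0.90 in HD (camera adjusted p of 1.83e-14) and 0.45 with the plate as a block, and an adjusted p = 0.256 with an estimated correlation. Of 19 measured members, 12 rose, 0 fell and 7 did not pass, adjusted over the list alone, and 0 passed over all clusters in limma. MVD, an enzyme of the mevalonate pathway, rose by 1.60 (SE 0.37), farnesyl diphosphate synthase FDPS by 1.28 (SE 0.24) and the sterol dehydrogenase NSDHL by 1.17 (SE 0.27), adjusted over the list alone. Targets of the tumour suppressor p53 had a median of 0.68 (camera adjusted p of 7.15e-11) and 0.49 with the plate as a block (1.95e-06), and an adjusted p = 0.256 with an estimated correlation. Of 20 measured targets, 11 rose, 0 fell and 9 did not pass, adjusted over the list alone, and 0 passed over all clusters. The cell cycle inhibitor CDKN1A rose by 2.03 (SE 0.46), MDM2, the ubiquitin ligase of p53, by 1.57 (SE 0.33) and the nuclease AEN by 1.74 (SE 0.40), adjusted over the list alone.

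Replication-dependent histone genes, which cells transcribe mainly during DNA synthesis, had a median of 0.62 in HD (camera adjusted p of 7.89e-15) and 0.41 with the plate as a block, and an adjusted p = 0.256 with an estimated correlation. Of 33 measured histone genes, 10 rose, 0 fell and 23 did not pass, adjusted over the list alone, and 0 passed over all clusters. H2AC11 rose by 1.86 (SE 0.36), H2BC4 by 1.32 (SE 0.28) and the linker histone H1-3 by 1.30 (SE 0.28), adjusted over the list alone. The 27 genes of DNA replication and S phase had a median of 0.07 and a camera adjusted p of 0.995. Metallothioneins, small metal-binding proteins, had a median of 0.77 (camera adjusted p of 3.72e-07) and 0.45 with the plate as a block (0.00530), and an adjusted p = 0.256 with an estimated correlation. Of 8 measured members, 3 rose, 0 fell and 5 did not pass, adjusted over the list alone, with MT2A rising by 1.24 (SE 0.24), and 0 passed over all clusters.

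Squamous, keratin and S100 genes, markers of stratified epithelium and calcium-binding proteins, had a median of 0.21 in HD (camera adjusted p of 4.56e-06), and an adjusted p = 0.256 with an estimated correlation. Of 30 measured members, 6 rose, 0 fell and 24 did not pass, adjusted over the list alone, and 2 of them, EMP3 and the annexin ANXA3 (log2 1.74, SE 0.29), rose over all clusters. The calcium-binding protein S100A2 rose by 1.36 (SE 0.33), adjusted over the list alone. In all 5 groups KRT5, KRT13, KRT14, IVL, TGM1, SPRR1A, SPRR1B, SPRR2A, SERPINB5, S100A7 and S100A8 lay below the negative controls. The list therefore does not show a change of these markers, and EMP3 and ANXA3 are neither keratins nor S100 proteins. Of the 7 genes that the study names in its text, 6 rose and 1 fell, adjusted over the list alone, and DCLK1 rose and FN1 fell over all clusters. This count is not independent evidence, since those genes were chosen on these samples, and the list (median 1.14, camera adjusted p of 3.72e-07) had an adjusted p = 0.256 with an estimated correlation. Over all clusters in limma, the interleukin 33 receptor IL1RL1 differed by 2.40 (SE 0.44, adjusted p = 0.0853), from a CA level of 4.24 below the negative controls, S100A6 by 1.20 (SE 0.27, 0.223), the chromatin protein HMGA1 by 1.14 (SE 0.24, 0.170), S100A11 by 1.03 (SE 0.22, 0.178) and the membrane protein EMP1 by 1.02 (SE 0.28, 0.380).

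Genes of ATF4 and the unfolded protein response, which react to amino acid shortage and misfolded protein, had a median of 0.44 in HD (camera adjusted p of 0.00176), with an adjusted p = 0.661 with an estimated correlation, 0.642 with the plate as a block and 0.122 without CA replicate 1. Of 25 measured members, 7 rose, 2 fell and 16 did not pass, adjusted over the list alone, and DDIT3 rose over all clusters. The amino acid synthesis enzymes ASNS and PSAT1 rose by 1.40 (SE 0.29) and 1.25 (SE 0.24) and the pseudokinase TRIB3 by 1.59 (SE 0.33), adjusted over the list alone. The members that fell were XBP1, a transcription factor of the unfolded protein response, which fell by 0.91 (SE 0.26), and the chaperone HYOU1, which fell by 0.66 (SE 0.24), both chosen after their values were seen. NF-kB and inflammatory cytokine genes had a median of 0.20 (camera adjusted p of 0.00213), with an adjusted p = 0.634 with an estimated correlation and 0.162 with the plate as a block. Of 24 measured members, 4 rose, 1 fell and 19 did not pass, adjusted over the list alone, and 0 passed over all clusters. The chemokine CCL20 rose by 3.15 (SE 0.60, 2.40 without CA replicate 1), the NF-kB inhibitor TNFAIP3 by 2.41 (SE 0.41) and IL1RL1 by 2.40 (SE 0.44), and the cytokine IL33 fell by 1.39 (SE 0.27), adjusted over the list alone. IL1RL1 is also one of the genes chosen by the study on these samples, so its rise is not independent evidence. In all 5 groups IL6, TNF, IL1A, CXCL1, CCL2, CSF3 and TSLP lay below the negative controls, so the list does not show a change of these cytokines.

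Immediate early and AP-1 genes, which respond within minutes to growth and stress signals, had a median of 0.68 in HD with a camera adjusted p of 5.05e-05. With the plate as a block the median was 0.05 and the adjusted p 0.205, and the adjusted p = 0.634 with an estimated correlation and 0.0969 without CA replicate 1. Of 19 measured members, 3 rose, 0 fell and 16 did not pass, adjusted over the list alone, and PHLDA1 rose over all clusters, by 1.31 (SE 0.22). Of 22 measured apoptosis regulators 3 rose, adjusted over the list alone, with PMAIP1 over all clusters, and of 20 autophagy genes 4 rose, among them the cargo receptor SQSTM1, by 1.16 (SE 0.24). The medians of these lists were 0.22 (camera adjusted p of 0.00176, 0.0769 with the block) and 0.33 (0.000263, 0.201 with the block), each with an adjusted p = 0.634 with an estimated correlation. Of 24 genes of hypoxia and glycolysis 2 rose, adjusted over the list alone, among them the aldolase ALDOC, by 1.62 (SE 0.34), and of 22 targets of YAP and TEAD 3 rose, among them GADD45A, by 1.48 (SE 0.27). Their medians were 0.40 (camera adjusted p of 0.00340, 0.679 with the block) and 0.11 (0.0376, 0.295 with the block), each with an adjusted p = 0.661 with an estimated correlation. The former had 0.110 and 0.0979 without HD replicate 3 and CA replicate 2, and the latter 0.169, 0.390 and 0.143 without HD replicate 2, HD replicate 3 and CA replicate 1.

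Further lists shifted as groups in HD, most of them without a passing member. Actin cytoskeleton genes had a median of 0.33 (22 genes, camera adjusted p of 0.000719, 0.285 with the plate as a block), cytosolic ribosomal proteins 0.26 (25 genes, 0.00176, 0.245 with the block) and genes of G2 and mitosis 0.23 (28 genes, 0.0133, 0.509 with the block), each with an adjusted p = 0.661 with an estimated correlation. Without CA replicate 1 the first had 0.0656 and the last 0.593, and without HD replicate 2 the ribosomal proteins had 0.110 and the genes of G2 and mitosis 0.117. Genes of oxidative phosphorylation had a median of −0.07 (27 genes, camera adjusted p of 0.0400), −0.21 with the block, and an adjusted p = 0.878 with an estimated correlation, and with NEC in place of CA their direction turned (adjusted p = 0.908), and without HD replicate 1, CA replicate 2 or CA replicate 3 they had 0.652, 0.116 and 0.262. Of 21 measured mucin and airway secretory genes 2 fell, 0 rose and 19 did not pass, adjusted over the list alone, and 0 passed over all clusters. The mucin MUC5B fell by 1.31 (SE 0.32) and the mucin MUC13 fell by 1.10 (SE 0.20), adjusted over the list alone. The list median was −0.19, and −0.29 with the block, with a camera adjusted p of 0.00930, and an adjusted p = 0.634 with an estimated correlation, 0.0732 without HD replicate 1 and 0.0518 without CA replicate 3. BPIFA1, a secreted antimicrobial protein of the airways in the same list, differed by −2.06 (SE 0.90, adjusted p = 0.748; −3.27 and −1.34 without CA replicates 1 and 3), and with the plate as a block by −3.47 (SE 0.34, adjusted p = 0.00629). On plate 1, its CA array lay at 4.70, and at 8.12 and 8.56 on plates 5 and 6.

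In total 19 of 40 lists were called in HD against CA, 16 higher and 3 lower, and 9 of them were among the 10 called with the plate as a block, in the same direction. The list called with the block alone was fatty acid oxidation and lipid droplet genes (median −0.25, adjusted p = 0.0298). With an estimated correlation 0 lists were called by camera (7 at an unadjusted p below 0.05) and 0 by fry (8 at an unadjusted p below 0.05). Markers of other cells were not called: leukocyte markers had a median of −0.08 and a mean of 0.10 (17 genes, test direction down, camera adjusted p of 0.961), with CD79A as the member that rose over all clusters and the macrophage marker CD68 (0.75, SE 0.23, chosen after its values were seen) over the list alone, fibroblast markers a median of −0.08, a mean of 0.04 and an upward test (14 genes, 0.937), and endothelial markers a median of 0.01 with a downward test (15 genes, 0.961). Many of these markers, such as CD3D, MS4A1, PDGFRB, POSTN, THY1, PECAM1 and KDR, lay below the negative controls in all 5 groups. Such genes can hardly shift, so these 3 lists are a weak check in every comparison. Targets of NRF2, the regulator of the oxidative stress response, had a median of 0.02 (23 genes, 0.804) and heat shock genes one of 0.03 (12 genes, 0.909). The mean of the NRF2 targets was already 14.54, 14.76 and 14.80 in CA replicates 1, 2 and 3. A flat list at such a level does not exclude oxidative stress.

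**Figure D2:**
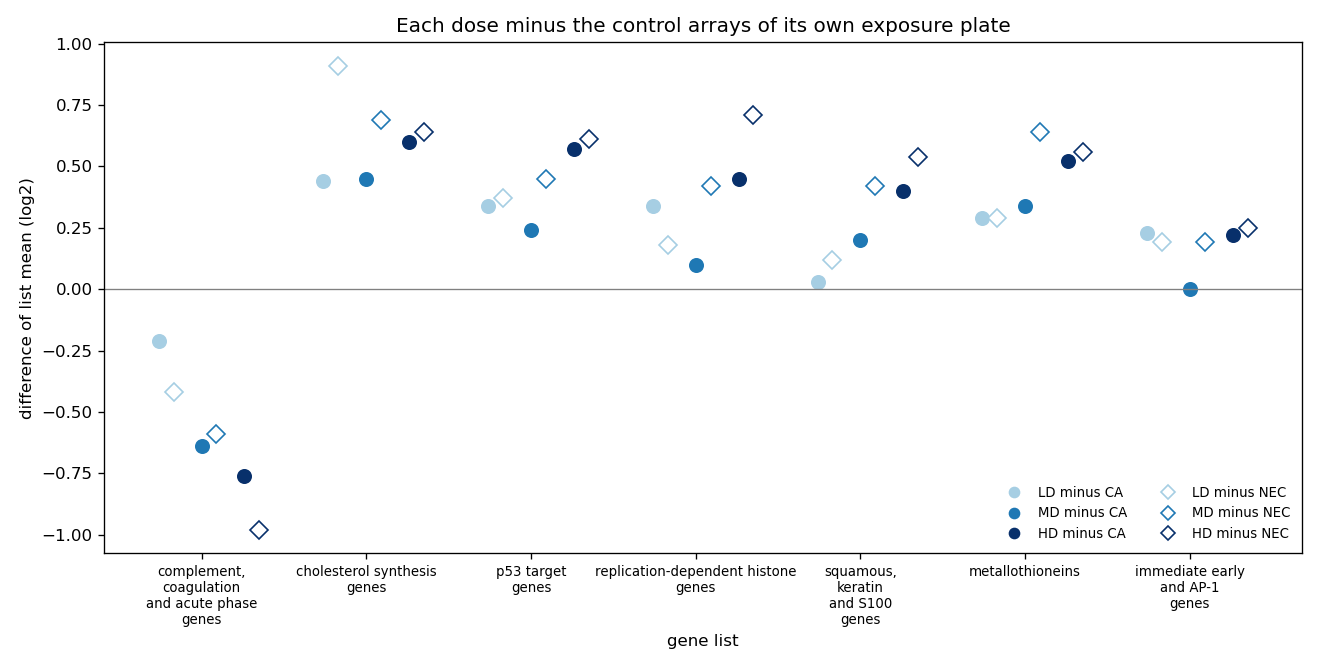
Difference in the mean of 7 gene lists (horizontal axis) on the log2 scale (vertical axis) between the dosed arrays and the control array of their own plate, with filled circles against CA, open diamonds against NEC and shades for LD, MD and HD. For the complement, coagulation and acute phase genes the differences from CA are −0.21 in LD, −0.64 in MD and −0.76 in HD, and for cholesterol synthesis 0.44, 0.45 and 0.60. Against NEC the latter are 0.91 in LD, 0.69 in MD and 0.64 in HD, in the opposite order.

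MD against CA asks the same of the middle concentration, where no cluster passed on its own. FN1 differed by −2.35 (SE 0.34, n = 3 arrays per group, limma adjusted p = 0.131) and ADH6 by −1.95 (SE 0.25, adjusted p = 0.0807). The largest differences upwards at the criteria of the study were CCL20 with 2.12 (SE 0.60, 1.37 without CA replicate 1), the acetyl-CoA synthetase ACSS2 with 2.00 (SE 0.39, adjusted p = 0.472) and the transporter SLCO4C1 with 1.87 (SE 0.53). A cluster annotated to the microRNA gene MIR548AI differed by −2.76 (SE 0.68, −1.59 without MD replicate 3), but its identifier points to chromosome 16 and the gene lies on chromosome 6, so its name is uncertain. In limma 0 clusters passed, with 8378 (6.17%) at an unadjusted p below 0.05 and a smallest adjusted p of 0.0807. At the criteria of the study, 713 clusters differed, 299 higher and 414 lower, and 1510 with the plate as a block. Leaving out any 1 of the 6 arrays raised this count, to between 1143 (without MD replicate 1) and 1652 (without CA replicate 2). A mean of 2 arrays varies more and passes 2-fold more often, so the rise marks no single array.

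As groups, 12 of 40 lists were called in MD, 8 higher and 4 lower. Of the 26 complement, coagulation and acute phase genes 9 fell, adjusted over the list alone, and 17 did not pass. C5 fell by 1.30 (SE 0.25) and APOH fell by 1.25 (SE 0.28) in that count. The list median was −0.56 with a camera adjusted p of 7.04e-11, and an adjusted p = 0.512 with an estimated correlation. Of the 19 cholesterol synthesis genes 8 rose, adjusted over the list alone, with HMGCS1, the synthase at the start of the mevalonate pathway, by 0.88 (SE 0.26) and FDPS by 0.90 (SE 0.24). That list had a median of 0.61, a camera adjusted p of 2.70e-09 and an adjusted p = 0.838 with an estimated correlation. Of 20 targets of p53 3 rose, adjusted over the list alone, with CDKN1A by 1.62 (SE 0.46), and the list median of 0.37 (0.24 with the block) had a camera adjusted p of 3.43e-05 and an adjusted p = 0.838 with an estimated correlation. Histone genes had a median of 0.26 (camera adjusted p of 0.000431, 0 of 33 passing) and an adjusted p = 0.902 with an estimated correlation, 0.132 without MD replicate 3 and 0.277 without CA replicate 1. Squamous, keratin and S100 genes had a median of 0.19 (0.00437), with EMP3 (1.85, SE 0.29) and ANXA3 (1.03, SE 0.29) rising over the list alone, and an adjusted p = 0.838 with an estimated correlation and 0.0787 without MD replicate 3. Metallothioneins had a median of 0.28 (0.0330), 0.44 with the block, and an adjusted p = 0.882 with an estimated correlation, and 0.206, 0.212 and 0.104 without MD replicate 3, CA replicate 1 and CA replicate 2.

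The other 6 called lists in MD lost their call with the plate as a block. They were immediate early genes (median 0.23, camera adjusted p of 0.00437, blocked 0.476), apoptosis regulators (0.26, 0.00788, blocked 0.0915), alveolar type II and surfactant genes (−0.14, 0.0330, blocked 0.0915), oxidative phosphorylation (−0.17, 0.0378, blocked 0.117), acid-base and ion transport genes (−0.10, 0.0443, blocked 0.0843) and the genes named by the study (0.69, 0.0378, blocked 0.0641). With an estimated correlation 0 lists were called in MD by camera (1 at an unadjusted p below 0.05) and 0 by fry (1). Among acid-base genes, SLC4A4 fell by 1.28 (SE 0.28), adjusted over the list alone. Of the study's 7 genes, chosen on these samples and so not independent evidence, 4 rose and 1 fell, adjusted over the list alone. With the plate as a block, 10 lists were called, 6 of them shared, and the others were hypoxia and glycolysis (adjusted p = 8.57e-05), mucin and airway secretory genes (0.0266), fatty acid synthesis (0.0275) and autophagy (0.0483). The count of lists was 5, 7 and 7 without MD replicate 3, CA replicate 1 and CA replicate 2. MD replicate 3 bears the title of the sample that the study removed from its sequencing data as an outlier. The study states that all its techniques used the same RNA. On the arrays its lowest r with another MD array was 0.98, and it was kept here. Each of the 6 lists lost its call without at least 1 array, with the largest adjusted p without CA replicate 1 for immediate early genes (0.669) and apoptosis regulators (0.145), without MD replicate 1 for alveolar genes (0.160) and oxidative phosphorylation (0.463), and without MD replicate 3 for acid-base genes (0.132) and the study's genes (0.216). Markers of leukocytes had a median of −0.02 and a mean of 0.06 with a downward test (camera adjusted p of 0.874), those of fibroblasts 0.03 (0.704) and of endothelium 0.12 (0.328).

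In LD against CA, the fibrinogen chain FGG fell by 1.39 (SE 0.31, n = 3 arrays per group) and EMP3 rose by 1.16 (SE 0.29), each adjusted over its list alone, and FN1 differed by 0.06, or by −0.48 with the plate as a block. EMP3 was added here after its values were seen. No cluster passed over all clusters in limma, where 8617 (6.35%) had an unadjusted p below 0.05 and the smallest adjusted p was 0.361. The largest differences at the criteria of the study were upwards in the pseudogene RNU6-383P with 1.51 (SE 0.32), in LOC101929555 with 1.38 (SE 0.31) and in the microRNA gene MIR548AJ1 with 1.36 (SE 0.26), all below the negative controls in CA (3.76, 3.94 and 3.89). Downwards they were the immediate early transcription factor EGR1 with −3.18 (SE 0.96), BPIFA1 with −2.83 (SE 0.90, below the negative controls in LD) and the small heat shock protein CRYAB with −2.61 (SE 0.80). With the plate as a block the last 3 differed by −0.58, −0.39 and −0.61, and without CA replicate 1 by −4.41, −4.04 and −3.79. At the criteria of the study, 711 clusters differed, 397 higher and 314 lower, and 1942 with the plate as a block. Leaving out LD replicates 1, 2 or 3 gave 1119, 1164 and 1512 clusters, and leaving out CA replicates 1, 2 or 3 gave 1671, 1172 and 1228. Without LD replicate 3, 2 clusters passed over all clusters.

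Cholesterol synthesis genes had a median of 0.24 in LD (19 genes, 0 passing, camera adjusted p of 0.00109) and of 0.60 with the plate as a block (5.35e-11), and an adjusted p = 0.992 with an estimated correlation. Fatty acid synthesis and desaturation genes had a median of 0.16 (15 genes, 0 passing, 0.00837) and a blocked adjusted p of 0.00159, and an adjusted p = 0.992 with an estimated correlation. The other 6 called lists also had an adjusted p = 0.992 with an estimated correlation, and lost their call with the block. They were complement, coagulation and acute phase genes (median −0.32, camera adjusted p of 0.00100, blocked 0.0684), immediate early genes (−0.50, 0.00837, blocked 0.104 with a median of 0.10), epithelial junction genes (−0.29, 0.0180, blocked 0.112), heat shock genes (−0.32, 0.0438, blocked 0.958), hypoxia and glycolysis (0.03, 0.0438, blocked 0.104) and oxidative phosphorylation (−0.21, 0.0447, blocked 0.870). In all 8 of 40 lists were called, 3 higher and 5 lower, against 5 with the block, where targets of p53 (blocked median 0.26, adjusted p = 0.00159), histone genes (0.0396) and genes of G2 and mitosis (0.0396) were called in addition. With fry 0 were called, and 1 had an unadjusted p below 0.05. The count was 5 and 3 without LD replicates 1 and 3, and 3 and 5 without CA replicates 2 and 3. Each of the 8 lost its call without at least 1 array, such as cholesterol synthesis without CA replicate 1 (0.0519), fatty acid synthesis without LD replicate 1 (0.0687) and complement, coagulation and acute phase genes without LD replicate 3 (0.0641). Markers of leukocytes had a median of −0.26 (camera adjusted p of 0.266), those of endothelium −0.16 (0.504) and of fibroblasts −0.05 with an upward test (0.890).

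NEC against CA asks what the flow of air itself changed, with negative values where cells without flow were lower. Genes of the interferon response, an antiviral programme, had a median of −0.31 in NEC (camera adjusted p of 3.02e-06), and an adjusted p = 0.935 with an estimated correlation. Of 24 measured members 3 fell, 0 rose and 21 did not pass, adjusted over the list alone: IFI6 fell by 2.70 (SE 0.65, n = 3 arrays per group, and −1.95 without CA replicate 2), the signalling factor IRF9 fell by 1.17 (SE 0.28) and IFI27 fell by 1.10 (SE 0.28). The mean of the list in NEC minus CA was −0.40, −0.84 and −0.27 on plates 1, 5 and 6. EMP3, which rose at each dose when adjusted over its list alone, fell by 2.25 (SE 0.29) in NEC, adjusted over its list alone (over all clusters adjusted p = 0.0875), with −1.97, −1.96 and −2.82 within the plates.

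Among the 25 measured genes of xenobiotic metabolism 2 fell and 23 did not pass, adjusted over the list alone. The aldehyde dehydrogenase ALDH3A1 fell by 1.11 (SE 0.21) and the cytochrome CYP2S1 fell by 1.25 (SE 0.31), and the list had a median of −0.06 and a camera adjusted p of 0.0203. Cholesterol synthesis genes had a median of −0.27 (camera adjusted p of 0.0203) and oxidative phosphorylation one of −0.20 (0.0432). These 3 lists had an adjusted p = 0.935 with an estimated correlation, and all 4 lists, each lower in NEC, were also called with the plate as a block. Without NEC replicate 1 the cholesterol list turned (adjusted p = 0.948), and it had 0.0770 and 0.396 without CA replicates 2 and 3. The xenobiotic list had 0.102, 0.114, 0.0561 and 0.0695, and oxidative phosphorylation 0.579, 0.335, 0.118 and 0.470, without NEC replicate 1, NEC replicate 2, CA replicate 2 and CA replicate 3. The count of lists was 1, 2 and 13 without NEC replicates 1, 2 and 3, and 10, 2 and 1 without CA replicates 1, 2 and 3. In limma 0 clusters passed, with 7381 (5.44%) at an unadjusted p below 0.05, and 1 passed without CA replicate 1. At the criteria of the study 596 differed, 353 higher and 243 lower, and between 1024 and 1253 when any of the 6 arrays was left out. The largest differences at these criteria, besides IFI6 and EMP3, were upwards in NALF1 with 1.35 (SE 0.43, from a CA level of 3.92 below the negative controls), the pseudogene RDXP2 with 1.30 (SE 0.57, 0.64 without CA replicate 1) and the RNA-binding protein RBMS1 with 1.30 (SE 0.39), and downwards in the interferon-induced IFIT1 with −1.65 (SE 0.57). Markers of leukocytes had a median of −0.05 (camera adjusted p of 0.287), those of fibroblasts −0.08 (0.915) and of endothelium 0.03 (0.608).

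The doses were also set against each other, although each lies on its own exposure plate, so that a difference between them can also be one between plates. Against LD, HD had lower FN1, which fell by 3.11 (SE 0.34, n = 3 arrays per group), lower NRCAM, which fell by 2.08 (SE 0.28), and lower ADH6, which fell by 1.67 (SE 0.25). The sperm channel subunit CATSPERB fell by 1.72 (SE 0.21). CCL20 rose by 4.16 (SE 0.60), the NF-kB subunit NFKB2 by 2.54 (SE 0.37), the neutrophil-attracting chemokine CXCL8 by 2.12 (SE 0.31), SNAPC1, a subunit of the complex that activates small nuclear RNA genes, by 1.88 (SE 0.27) and the zinc finger gene ZNF555 by 1.83 (SE 0.23). These changes were among 21 passing clusters in limma, 10 higher and 11 lower, and with the plate as a block 0 passed, with a blocked difference of −2.41 for FN1 (adjusted p = 0.384) and 1.74 for CCL20 (adjusted p = 0.392). The count was 4, 5 and 1 without HD replicates 1, 2 and 3, and 0 without LD replicate 1 or without LD replicate 2. In HD against MD 0 clusters passed in limma, with 6000 (4.42%) at an unadjusted p below 0.05, and in MD against LD 0 passed, with 11639 (8.57%). The largest differences at the criteria of the study were 2.56 for IL1RL1 (SE 0.44, adjusted p = 0.700, from an MD level of 4.08 below the negative controls) and 2.29 for the clock gene BHLHE41 (SE 0.41) upwards in HD against MD, and downwards −1.60 for IFIT1 (SE 0.57), −1.50 for the pseudogene RNU5E-3P (SE 0.53) and −1.42 for the scaffold protein LIN7A (SE 0.51). In MD against LD they were −2.41 for FN1 (SE 0.34, adjusted p = 0.0711), −1.60 for the pseudogene RNU4ATAC11P (SE 0.21, adjusted p = 0.0711), 3.13 for CCL20 (SE 0.60), 3.27 for EGR1 (SE 0.96) and 2.35 for the anchoring protein AKAP12 (SE 0.68). With the plate as a block the last 2 turned to −0.92 and −0.18. The cluster annotated to MIR548AI, with its uncertain name, differed by 2.39 (SE 0.68) in HD against MD and by −2.92 (SE 0.68) in MD against LD, and without MD replicate 3 by 1.22 and −1.76.

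Groups of genes were compared between the doses as well. Immediate early genes had a median of 1.22 in HD against LD, where 13 of 19 rose, adjusted over the list alone (camera adjusted p of 9.30e-10), and with the plate as a block of −0.01 (adjusted p = 0.995). Histone genes had a median of 0.81, where 19 of 33 rose, adjusted over the list alone (7.07e-13, blocked 0.0637). In the same comparison squamous, keratin and S100 genes had a median of 0.45 (8.57e-06) and complement, coagulation and acute phase genes one of −0.07 (1.13e-05), and both were also called with the block, with medians of 0.38 (0.0166) and −0.61 (1.45e-05). These 4 lists had an adjusted p = 0.437 with an estimated correlation. In total 18 lists were called in HD against LD, 14 in HD against MD and 9 in MD against LD, and 4, 3 and 1 with the plate as a block, of which 2, 2 and 1 were shared. The lists called with the block alone were hypoxia and glycolysis in HD against MD (blocked median −0.29, adjusted p = 0.0136) and, in HD against LD, oxidative phosphorylation (−0.17, 0.0453) and mucin and airway secretory genes (−0.22, 0.0166). The block turned the direction of 7 called lists in HD against LD, of 2 in HD against MD and of 5 in MD against LD. In HD against LD these were immediate early genes and those of ATF4 and the unfolded protein response (0.55 to −0.11), heat shock (0.41 to −0.16), G2 and mitosis (0.39 to −0.07), cholesterol synthesis (0.60 to −0.01), actin (0.42 to −0.05) and autophagy (0.40 to 0.05, with a downward test). In HD against MD they were autophagy (0.15 to −0.09) and polyamine and glutamine genes (0.16 to 0.07, with a downward test). In MD against LD they were immediate early genes (0.73 to −0.08), cholesterol synthesis (0.39 to −0.09), histones (0.40 to −0.06), targets of p53 (0.33 to −0.02) and heat shock (0.45 to 0.04, with a downward test). With an estimated correlation 0 were called by camera, with a smallest adjusted p = 0.437, 0.996 and 0.971 and with 3, 0 and 1 at an unadjusted p below 0.05, and fry called 2, 0 and 0. Leukocyte, fibroblast and endothelial markers had medians of 0.13, 0.07 and 0.16 in HD against LD, 0.11, −0.08 and −0.09 in HD against MD and 0.29, 0.17 and 0.32 in MD against LD, and none of these was called.

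**Figure D3:**
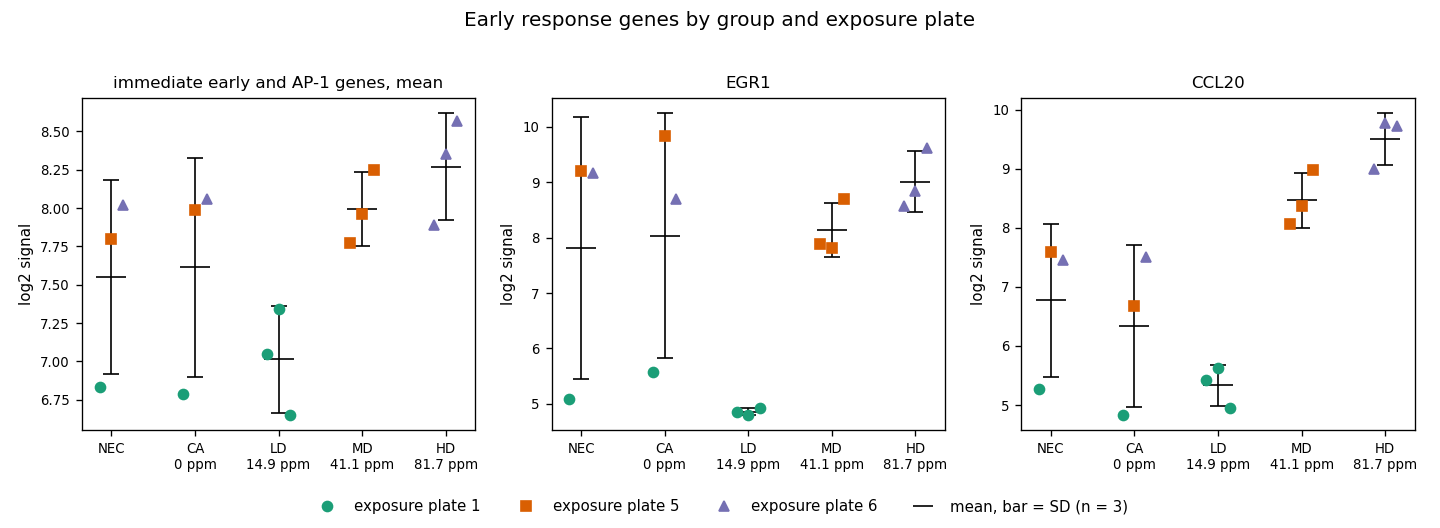
Log2 signal (vertical axis) of the mean of the immediate early and AP-1 genes and of EGR1 and CCL20 on each array by group (horizontal axis), with marker and colour by exposure plate. EGR1 lies between 4.80 and 5.57 on the arrays of plate 1, which are LD and 1 array each of NEC and CA, and between 7.81 and 9.84 on the arrays of plates 5 and 6.

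Over the 4 concentrations from 0 to 81.7 ppm, 101 clusters had a slope that passed in limma, 64 upwards and 37 downwards, on 12 arrays. Over this range the fitted change was −3.42 for FN1 (SE 0.43), −2.45 for ADH6 (SE 0.29), −2.24 for ADH1C (SE 0.37), −1.99 for NRCAM (SE 0.29) and −1.77 for CATSPERB (SE 0.26). It was 3.89 for CCL20 (SE 0.66), 2.65 for DHRS9 (SE 0.44), 2.45 for DDIT3 (SE 0.29), 2.41 for NFKB2 (SE 0.38) and 2.31 for EMP3 (SE 0.33). Of the 59 clusters of HD against CA, 48 also passed here, and in 55 the difference from CA was smaller in LD than in MD and smaller in MD than in HD, among clusters selected for their size in HD and with shared CA arrays. With the plate as a block 17 clusters passed, 3 upwards and 14 downwards, among them FN1 (blocked adjusted p = 0.0337) and ADH6 (0.0496). Genes that passed with the block alone were ANXA3 upwards (0.0496) and SLC4A4 (0.0337), CD38 (0.0440), BPIFA1 (0.0223), INSL4 (0.0337), ITIH2 (0.0337), FGB (0.0440) and SNORD11 (0.0496) downwards, chosen for the slope after their values were seen. The other 8 genes named for the slope by rule had blocked adjusted p between 0.0749 (DDIT3) and 0.375 (NFKB2). The blocked change was 2.31 for CCL20, 1.81 for NFKB2, −1.38 for NRCAM and −1.42 for CATSPERB. The count was 5 without HD replicate 2 or without CA replicate 1, 11 and 37 without HD replicates 3 and 1, 49 and 65 without CA replicates 3 and 2, 56 without LD replicate 1 or 2, and 61 without MD replicate 2. No cluster passed in limma without the arrays of plate 1, an alternative chosen after seeing the data.

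The fold changes of 33458 genes against CA were compared between the doses. HD and MD correlated at r = 0.643, against a simulated r of 0.5 for unchanged groups that share 3 controls, and the covariance was 0.0637 against a simulated 0.0342, an excess of 0.0294. With NEC as the control of MD or of HD, r was 0.390 and 0.284. HD and LD correlated at 0.394 (covariance 0.0377) and MD and LD at 0.392 (covariance 0.0342), against the same simulated values, and with NEC as the control of LD r was 0.142 and 0.0215. The simulation holds no plate shift, and a shift of plate 1, which holds LD and 1 CA array, would raise r between HD and MD and lower the others. Set against the CA array of its own plate, so that no array is shared, each dose gave r of 0.207 for HD and MD, 0.0269 for HD and LD and 0.00493 for MD and LD, and against both control arrays of the plate 0.313, 0.0659 and 0.0911, a choice made after seeing the data. These correlations run across genes, which are not independent replicates.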

Values the study reported

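The study reported 1421 differentially expressed genes on these arrays in the HD group, with 694 up and 727 down, at an unadjusted p-value below 0.05 and an absolute fold change above 2. It put this at about 1% of the probes measured. For the MD group it gave 1029 genes, for the LD group 1196 and for its untreated control, the group called NEC above, 977. With a false discovery rate criterion it found 59 sequences in the HD group.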

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

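The tests of explanations and the other splits of the arrays in this part were chosen only after the results were seen, whereas the comparisons between doses were set earlier. By a direct test of the difference, HD and LD differed in 21 transcript clusters and in 18 gene lists, HD and MD in 14 gene lists and MD and LD in 9. Each dose lies on its own exposure plate, so these differences do not show by themselves that the response to dimethylamine differed. Blocked by plate, 0 clusters passed in limma in HD against LD (11119 at an unadjusted p below 0.05), and 4, 3 and 1 lists were called, 2, 2 and 1 of them as before. With an estimated correlation 0 lists were called by camera (3, 0 and 1 at an unadjusted p below 0.05), and 2, 0 and 0 by fry. In data that the comparisons of genes do not use, the 2995 control clusters of the array, 1 differed in HD against MD, 2 in HD against LD and 20 in MD against LD, while 0 passed in limma in HD, MD, LD and NEC against CA, where 164, 245, 230 and 123 had an unadjusted p below 0.05. In HD against LD and MD against LD, 15.5% and 13.6% of the control clusters had an unadjusted p below 0.05.

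The 59 clusters that passed in HD against CA changed by a median of 1.69, with falls of FN1 and ADH6 and rises of DDIT3 and EMP3 among them. A shift of exposure plate 6, which carried all HD arrays, is argued against as the whole cause. It was tested on the 59 clusters with the smallest p in a fit without the NEC arrays and the CA array of plate 6, of which 31 are among those called. They changed by a median of 1.83, and the NEC array of plate 6 differed from the other NEC arrays, in the direction of the HD change, by a median of 0.33 (quartiles −0.11 and 0.65), so a smaller part stays open. Over the called clusters this value was −0.09, which decides nothing, because clusters with shifted controls are called less often. Array brightness is argued against as well, since the median change with brightness as a covariate was 1.71 (quartiles 1.54 and 1.88). A response that grows with dimethylamine needs MD, set against the NEC array of its own plate, to move the same way, and there the median was 1.00 (quartiles 0.56 and 1.66, in the HD direction for 56 of 59), against 0.58 in LD and 1.81 in HD. NEC cells had no flow, so these differences can also hold an effect of the flow, and each rests on 1 NEC array. Over the 59 clusters NEC differed from CA by a median of −0.09 in the HD direction, with the CA arrays on which they were called. For EMP3, NEC minus CA was −1.96 on plate 5, so the flow matters for some of them. The 59 clusters were called on their change in HD, so the largest of the values against NEC lying in HD is partly set by that choice. These values are consistent with a response to dimethylamine as a hypothesis, and a difference between plates that acts on the dosed wells alone stays open, because each dose lies on 1 plate.

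Immediate early and AP-1 genes, among them EGR1, lay higher in HD than in LD by a median of 1.22. A difference between the doses is argued against: set against the control arrays of their own plates, the median was −0.01 (quartiles −0.37 and 0.26). A shift of exposure plate 1 is a candidate explanation, since in the CA and NEC arrays plate 6 lay above plate 1 by a median of 1.04 (quartiles 0.57 and 1.66). For the 21 clusters of HD against LD, with a median change of 1.87, a shift of plate 1 stays open. Among the 21 clusters with the smallest p in a fit of the dosed arrays alone, with a median change of 1.98, the same plate difference was 0.70 (quartiles 0.29 and 1.25). Over the called clusters it was 0.28, which decides nothing for the reason given above, and with the plate as a block none of them passed, CCL20 going from 4.16 to 1.74. What set plate 1 apart was not tested.

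Interferon response genes, among them IFI6, lay lower in NEC than in CA. The part of a single array, CA replicate 2, stays open. The largest camera adjusted p with 1 array left out was 0.00780, without CA replicate 2. Other splits of these arrays were called too, with 0.0152, 0.0317, 0.0373 and 0.0483, each with CA replicate 2 on the higher side. An adjusted p below 0.05 therefore does not decide the question. The list mean was 6.12, 6.67 and 6.26 in CA replicates 1, 2 and 3 and 5.72, 5.83 and 5.98 in NEC, so every CA array lay above every NEC array. The list is not called with an estimated correlation (adjusted p = 0.935) or by fry (0.816), so the pattern itself stays open. A difference between exposure plates is argued against, since CA lay above NEC on each plate, by at least 0.27 on the log2 scale, with 20 of 24 genes lower in NEC on each plate. The flow of air, which the design names as the difference between these groups, is a candidate explanation and stays a hypothesis. The position of the wells on a plate was not tested.

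For comparisons of 3 arrays against 3, the 10 possible splits are too few for a share under 0.05, the smallest being 0.1. The number of clusters was 59 in HD against CA (highest of the other splits 0) and 21 in HD against LD (0). It was 0 in MD against CA, LD against CA, HD against MD and MD against LD, where the other splits also gave 0, and 0 in NEC against CA, where the highest other was 1, so that all 10 splits gave as many. Counts at the criteria of the study were 1115 in HD (highest other 675), 713 in MD (590), 711 in LD (961, with 3 splits as large) and 596 in NEC (896, with 5 as large). For gene lists they were 19 in HD (23, with 2 splits as large), 12 in MD (20, with 4), 8 in LD (16, with 4) and 4 in NEC (21, with 6). Each number of splits as large includes the real one. In LD the highest split grouped LD replicates 1 and 3 with CA replicate 1, all of plate 1, but LD replicate 2, also of plate 1, lay on the other side. Array brightness was 9.39, 9.02 and 9.27 in the arrays so grouped. It was 9.57, 9.54 and 9.57 in LD replicate 2 and CA replicates 2 and 3. With the plate as a block, LD against CA gave 1942 clusters and 5 lists. In NEC the highest split for both counts set NEC replicates 1 and 2 and CA replicate 1 against the rest, and its 21 lists point to a structure of the arrays beyond the groups. Array brightness was 9.26, 9.37 and 9.27 in the arrays so grouped and 9.61, 9.54 and 9.57 in NEC replicate 3 and CA replicates 2 and 3. The highest split for lists in HD also set dimmer arrays, HD replicate 1 (9.31) and CA replicates 1 and 2 (9.27 and 9.54), against brighter ones (9.58, 9.71 and 9.57). For the slope on concentration, 1 of 100 splits, the real one, gave as many as 101 clusters, and the highest of the others gave 50, but these splits exchange arrays between plates and so do not separate the concentration from the plate. In the fit with the plate as a block and exchanges within plates alone, 1 of 64 splits, the real one, gave as many as 17 clusters, and the highest of the others gave 3. At an unadjusted p below 0.05 in limma the real split gave 9572 clusters, and other splits gave up to 9982. The smallest possible share was 0.0156. Chance is argued against for the count of passing clusters and is not excluded. This fit sets the dosed arrays against the CA array of their own plate and does not test the shape of the slope.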

How the results depend on the processing

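The alternatives without the arrays of plate 1, with array brightness as a covariate and with doses set against controls of their own plates were chosen after seeing the data, and the others were set earlier. Of 43 calls of named genes, 0 held under every alternative and 43 never reversed. Of 43 calls of gene lists against CA, 0 held under every alternative and 38 never reversed. Where a result moved, the cause was not tested, except that a fit with fewer clusters or arrays has a different burden of testing by construction.

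With the exposure plate as a replicate block, HD against CA had 10 clusters (2600 at the criteria of the study, 10 lists), MD 1510 at these criteria, LD 1942 and 5 lists, HD against LD 0 and the slope on concentration 17. The block turned the immediate early list in LD (adjusted p = 0.104) and MT1E in MD (−0.162), DUSP1 in LD (0.122), and EGR1 (−0.922) and AKAP12 (−0.178) in MD against LD. Among named genes that passed in neither fit over all clusters, FN1 (0.06 to −0.48) in LD and IL1RL1 (−0.16 to 0.08) in MD turned as well, as did S100A11 in LD, with a blocked 0.23. Of the lists called between doses, 2 of 18 in HD against LD, 2 of 14 in HD against MD and 1 of 9 in MD against LD were also called with the block, and 7, 2 and 5 turned. Beyond these and the changes given with the results, it changed no other call.

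With only the groups compared in the fit, HD against CA had 0 clusters in limma and HD against LD 2. With trend and robust settings the counts were 91 in HD, 1 in MD, 1 in NEC, 58 in HD against LD and 2 in MD against LD. Without moderation they were 7 in HD, 1 in HD against LD and 0 for the slope. With brighter clusters or genes only, HD against LD had 41, NEC at the criteria of the study 366 and LD 4 lists. With clusters of 1 symbol only, the counts were 101 in HD, 3 in MD, 1 in NEC, 1 in HD against MD, 100 in HD against LD, 3 in MD against LD and 176 for the slope, and at the criteria of the study 398 in HD, 152 in MD, 128 in LD and 71 in NEC. Quantile normalization again gave 35 in HD against LD, 5 in MD against LD and 1 in NEC. Array weights gave 41 in HD against LD, 5 in MD against LD, 6 lists in MD and 9 in NEC.

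With CA and NEC pooled, the counts were 316 in HD and 7 in MD, at the criteria of the study 453 in MD and 368 in LD, and 420 for the slope with both at 0 ppm. With NEC in place of CA they were 321 in HD, 20 in MD and 2 in LD, and 1717 in HD at the criteria of the study. That control turned the oxidative phosphorylation list in HD, MD and LD (adjusted p = 0.908, 0.958 and 0.929), MUC1 in MD (0.226) and UQCRC1 in LD (0.0415). The correlation between HD and MD was 0.390 with NEC as the control of MD and 0.284 with NEC as that of HD, between HD and LD 0.142 and 0.0681 with NEC as the control of LD and of HD, and between MD and LD 0.0215 and 0.0410 with NEC as that of LD and of MD. With each dose against the CA array of its own plate they were 0.207, 0.0269 and 0.00493, and against its CA and NEC arrays 0.313, 0.0659 and 0.0911. With camera at an estimated correlation 0 lists were called in HD, MD, LD and NEC (7, 1, 0 and 1 at an unadjusted p below 0.05), and with fry also 0 (8, 1, 1 and 1). A test of the plates within the 6 control arrays called 0 clusters in limma (8936 at an unadjusted p below 0.05), 10 among clusters with 1 symbol and 5 with trend and robust settings.

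Without the arrays of plate 1 the counts were 24 in HD, 1231 in MD at the criteria of the study, 7 lists in MD and 0 for the slope. With brightness as a covariate they were 136 in HD and 11 in HD against LD.

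With each array left out in turn, clusters numbered from 6 to 13 in HD, 0 to 0 in MD, 0 to 2 in LD, 0 to 1 in NEC, 0 to 23 in HD against LD and 5 to 82 for the slope, with 0 in HD against MD and MD against LD. By the criteria of the study they ran from 1461 to 2018 in HD, 1143 to 1652 in MD, 1119 to 1671 in LD and 1024 to 1253 in NEC. Each of these lies above the count with all arrays. A mean of 2 arrays varies more and passes 2-fold more often, so this rise marks no single array. Lists ran from 16 to 19 in HD, 5 to 12 in MD, 3 to 10 in LD and 1 to 13 in NEC. Correlations ran from 0.525 to 0.725 between HD and MD, 0.344 to 0.509 between HD and LD and 0.328 to 0.522 between MD and LD. The cholesterol synthesis list in NEC had an adjusted p from 1.74e-05 to 0.948 and reversed without NEC replicate 1. FGG and FGA lie near the ceiling of the array in the controls, which limits the size of their measured falls.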

Other observations

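The genes of this paragraph were chosen for it after their values were seen, and no hypothesis was tested on them. NPC1, the lysosomal transporter that releases cholesterol, rose in HD against CA by 1.78 (SE 0.28, n = 3 arrays per group, limma adjusted p = 0.0328), while the other 20 measured lysosome genes did not pass, adjusted over the list alone. ACSS2, which makes acetyl-CoA from acetate, rose by 2.27 (SE 0.39) with the lipin LPIN1 (1.22, SE 0.40, from a CA level of 4.66 near the negative controls) among 4 of 15 fatty acid synthesis genes, adjusted over the list alone, and that list had a camera adjusted p of 0.0551. The cytochrome CYP1B1 rose by 1.77 (SE 0.31) and the monooxygenase FMO5 fell by 1.21 (SE 0.25), adjusted over the xenobiotic list alone. The zinc finger gene ZNF57 rose in HD against CA by 1.59 (adjusted p = 0.0313) and against LD by 1.59 (adjusted p = 0.0369), with differences from CA of 0.22 in MD and 0.01 in LD.

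Of 22 junction genes in HD, 2 fell, 0 rose and 20 did not pass, adjusted over the list alone: the cadherin CDH1, which fell by 1.11 (SE 0.27), and CLDN2, which fell by 1.66. Of 24 matrix and adhesion genes, 2 rose, 1 fell and 21 did not pass, adjusted over the list alone: the integrins ITGA6 and ITGA5 rose by 0.94 (SE 0.22) and 1.19 (SE 0.36), and FN1 fell by 3.05. These lists had camera adjusted p of 0.623 and 0.850. Of 20 acid-base and ion transport genes, SLC4A4 and the chloride cotransporter SLC12A2 fell, the aquaporin AQP3 rose and 17 did not pass, adjusted over the list alone, with a camera adjusted p of 0.174. CDH1, the integrins, SLC12A2 and AQP3 were chosen after their values were seen.

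In LD against CA, 711 clusters differed at the criteria of the study. That is lower than the value quoted from the study above. In NEC against CA the count was 596. That is lower than the value quoted from the study above. The counts in HD against CA, 1115, and in MD against CA, 713, also lie below the quoted ones, by a smaller factor. Leaving out any 1 array gave 1461 to 2018 in HD, 1143 to 1652 in MD and 1024 to 1253 in NEC, all above the quoted counts. In LD it gave 1119 to 1671, on both sides of the quoted count, and the plate as a block gave 1942. A mean of fewer arrays varies more and passes the fold criterion more often. The plate as a block changes which control arrays a dose is set against. These higher counts therefore cannot be set against the quoted ones and do not show the direction of the gap. At an adjusted p below 0.05, 59 clusters passed in HD against CA, the number quoted for the false discovery rate criterion. Whether they are the same ones was not tested. The LD and NEC counts stayed below the quoted ones with only the groups compared in the fit, without moderation, with trend and robust settings and with array weights. The variance model that the study used and the set of arrays normalised together are not given in the sources used here. Their own part in the gap was not tested.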
